A study of Homo sapiens with 30 samples. Its data were reported in "Chrom-seq identifies RNAs at chromatin marks" (2024).

How the data were processed

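ChIP-seq of the repressive histone marks H3K27me3 and H3K9me3 was performed in HEK293T cells, a human embryonic kidney cell line that carries the SV40 large T antigen. Cells were transfected with antisense oligonucleotides (ASOs), short DNA-like molecules that lower the amount of a target RNA, and were collected 48 hours later. A negative control ASO (NC) was used in each experiment. H3K27me3 was profiled after NC, LINC00641 and SETD5-AS1 ASOs, and H3K9me3 after NC and LINC00662 ASOs. Each condition had a ChIP group and an input group (sheared chromatin without immunoprecipitation), which gave 10 groups of 3 replicates and 30 samples. Samples were grouped by their titles.

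The values used here are 5 peak lists, 1 for each ChIP group. Per the study's methods, the authors trimmed reads with Cutadapt 3.3, aligned them to hg19 with Bowtie2 2.4.2, removed duplicates with GATK MarkDuplicates 4.1.9.0, merged the replicates of a group, and called peaks on the merged ChIP reads against the merged input with MACS2 2.2.7.1 in paired-end mode. The fold enrichment of each peak is a ratio that the authors deposited, the fragments at the summit plus a pseudocount over the local input plus a pseudocount. The authors also deposited the −log10 p-value and the −log10 q-value of each peak. These values are the authors'. They were used to rank and filter peaks within a list. In addition, the ratio of fold enrichment between lists was taken at paired peaks. That ratio describes a pair of pooled lists and depends on their depth. The track lines name 1 LINC00641 ASO and 1 SETD5-AS1 ASO, but a mix of LINC00662 ASOs.

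Because replicates were merged before peak calling, no list carries an error between replicates. No test between groups was made, and every comparison describes a pair of pooled lists. Wilson 95% intervals are given for shares of peaks. They take peaks as independent and cover counting error only. The range or standard deviation (SD) over chromosomes 1 to 22 and X is given beside them. Standard errors (SE) were obtained by leaving out each chromosome in turn.

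Depth was recovered from the lists. MACS2 computes fold enrichment and p-value from the same fragment number and local input level, so both can be solved for. A whole number of fragments was found for 100% of peaks in each list. The lowest local input level of a list is its genome-wide level, the mean number of ChIP fragments that cover a base. It was 3.85 fragments for H3K27me3 NC, 3.78 for LINC00641, 4.43 for SETD5-AS1, 4.29 for H3K9me3 NC and 3.50 for LINC00662. With the shortest peak as the mean fragment length, this corresponds to about 39.1 M, 38.1 M, 45.0 M, 42.2 M and 34.6 M fragments, where M stands for 1e6. The median summit held between 18 and 22 fragments, so a single weak peak is imprecise.

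A peak counted as retained or kept when it overlapped a peak of the other list by at least 1 bp, as lost when an NC peak had no such partner, and as new when a knockdown peak had none. Fold enrichment was compared over pairs of peaks that overlapped each other and no other peak. Retention was computed in 10 equal groups of peaks ranked by −log10 q (strength groups) and with the lists exchanged. The excess of loss is the share of NC peaks missing from the knockdown minus the share of knockdown peaks missing from NC, averaged over 20 bins of −log10 q that are the same for both lists. Loss in both H3K27me3 knockdowns was divided by the number expected if the losses were independent within the strength groups of NC, and was set beside 100 simulations of unchanged groups that share the NC list. Base pairs shared by the marks were set beside 100 random placements within chromosomes that avoided runs of N. Summits were annotated with GENCODE 44 lifted to GRCh37, whose main chromosomes have the coordinates of hg19. A promoter was within 1 kb of a transcription start site. The annotation lists SETD5-AS1 as THUMPD3-AS1. GC content was computed from the GRCh37 sequence of each peak on chromosomes 1 to 22 and X, and peaks were split into 5 equal groups over both lists of a comparison.

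The design fixed which regions are named before the data were examined. They are PGBD5, TAF7, the loci of the targeted RNAs, the 2 lost and 2 new peaks with the largest −log10 q in each comparison, and the strongest peak of each list, on chromosomes 1 to 22 and X. The GC content groups and the split by input level were chosen after the lists had been seen. Alternatives were a −log10 q of at least 5, equal numbers of the strongest peaks, merging of peaks within 1 kb, chromosomes 1 to 22 and X only, an overlap of at least 50%, strong peaks against the whole other list, and leaving out peaks with a local input over 5 times the genome-wide level. Leaving out a replicate was not possible. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, minimap2 2.31 and blastn 2.17.0. The functions were tested on simulated data. Fragment numbers were recovered for 100% of 20000 simulated peaks, and overlaps for 100% of 10000. The excess of loss was -0.070 percentage points in 200000 simulated unchanged sites and 11.8 percentage points where 20% of sites had been lost. Reads and signal tracks were not analysed here.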

Results

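To describe the repressive marks after depletion of lncRNAs, H3K27me3 and H3K9me3 ChIP-seq peak lists from HEK293T cells were compared. The series holds 30 samples in 10 groups of 3 replicates. Each of the 5 ChIP groups is represented by a single list called on its merged replicates, so no value below has an error between replicates. The estimated depth was 39.1 M fragments for H3K27me3 in NC, 38.1 M upon depletion of LINC00641 (ΔLINC00641) and 45.0 M upon depletion of SETD5-AS1 (ΔSETD5-AS1). For H3K9me3 it was 42.2 M in NC and 34.6 M upon depletion of LINC00662 (ΔLINC00662). The amount of each targeted RNA was not analysed here, since peak lists hold no RNA measurement.

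The H3K27me3 lists held 102921 peaks in NC, 86099 in ΔLINC00641 and 98401 in ΔSETD5-AS1, which covered 77.8, 64.1 and 69.8 Mb. Their mean fold enrichment over input was 3.43, 3.49 and 3.27. The H3K9me3 lists held 84170 peaks (54.7 Mb) in NC and 60273 peaks (32.8 Mb) in ΔLINC00662, with a mean fold enrichment of 3.33 and 3.37. The strongest H3K27me3 peak on chromosomes 1 to 22 and X was at the same place in each list. In NC it spanned chr20:47131450-47132884 (hg19), an intergenic region 9648 bp from an annotated snRNA gene, with a fold enrichment of 5.40. Its local input was 51.0 times the genome-wide level. The strongest H3K9me3 peak in NC was at chr10:42599301-42600558, in intergenic sequence 44983 bp from the pseudogene KSR1P1, where the input was 249 times the genome-wide level.

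H3K27me3 peaks were unevenly spread over chromosomes. Chromosome X held 27.9% of the NC peaks, at 190 peaks per Mb, and the autosomes between 3.27 (chromosome 13) and 69.1 (chromosome 16) per Mb. Chromosome X held 31.3% of peaks in ΔLINC00641 and 29.7% in ΔSETD5-AS1.

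**Figure D1:**
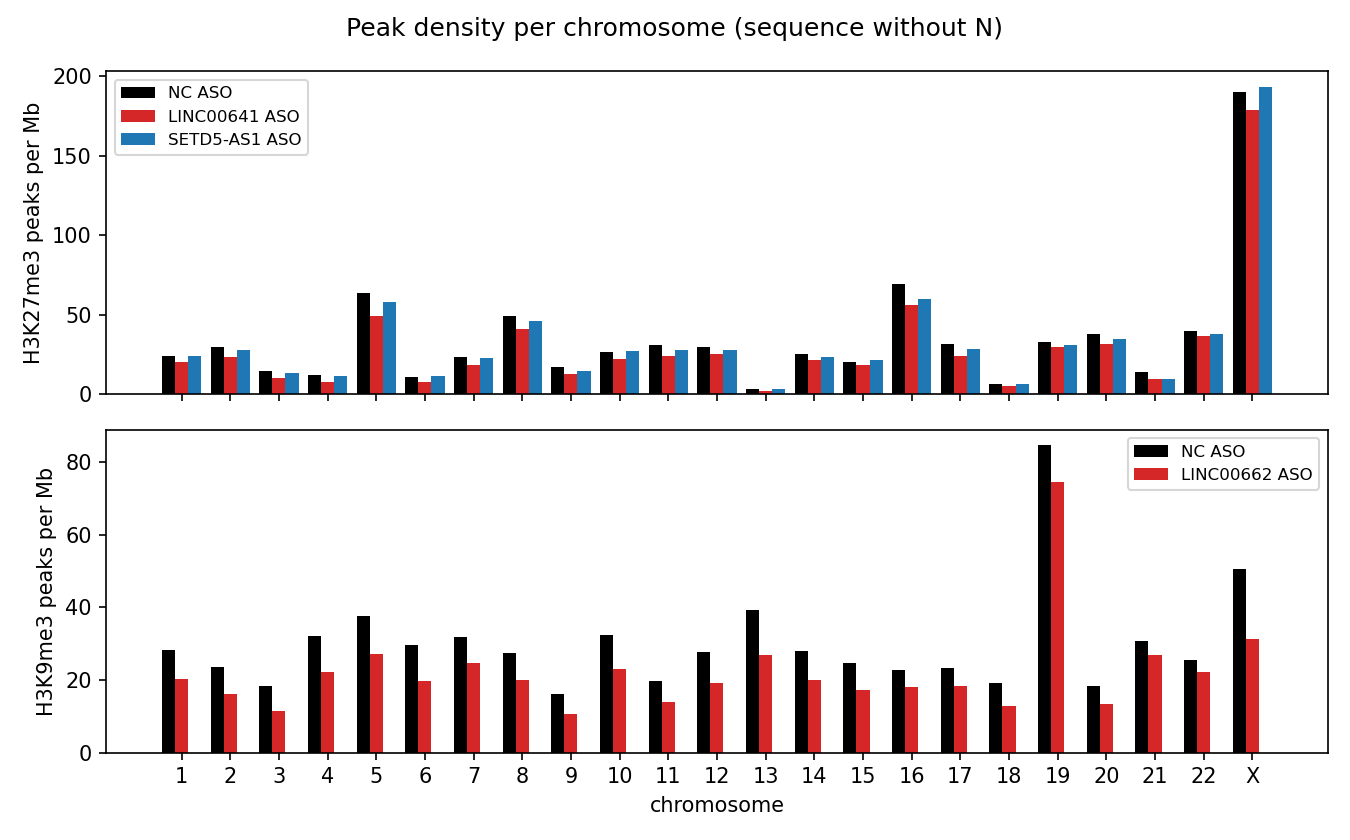
Peaks per Mb of sequence without N on each chromosome, for H3K27me3 (top) and H3K9me3 (bottom), with 1 bar for each pooled list. H3K27me3 density in NC reached 190 peaks per Mb on chromosome X and at most 69.1 on an autosome.

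Whether H3K27me3 was lost after each knockdown was asked first of peak numbers. The number in ΔLINC00641 was 0.837 times that in NC, and it was lower on 23 of 23 chromosomes, from 0.665 on chromosome 4 to 0.939 on chromosome X. Under the alternative that moved it most, a −log10 q of at least 5, the ratio was 0.968. In ΔSETD5-AS1 the ratio was 0.956 and was below 1 on 18 of 23 chromosomes. It was 1.01 when peaks within 1 kb were merged, so its direction depended on how peaks were counted. ΔSETD5-AS1 also had the larger depth.

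Of the NC peaks, 53.2% (Wilson 95% interval 52.9 to 53.5%) overlapped a peak in ΔLINC00641, from 26.5% on chromosome 13 to 63.2% on chromosome 22. In ΔSETD5-AS1 56.3% (56.0 to 56.6%) were retained, from 32.6% to 62.9%. The alternative that moved these shares most asked only for NC peaks with a −log10 q of at least 5, of which 77.8% and 79.4% were retained. Requiring an overlap of 50% gave 39.0% and 41.1%. New peaks made up 35.5% (35.2 to 35.8%) of the ΔLINC00641 list and 39.5% (39.2 to 39.8%) of the ΔSETD5-AS1 list. Among knockdown peaks with a −log10 q of at least 5, 15.5% and 18.5% were new. Between the knockdown lists, 63.2% of ΔLINC00641 peaks were found in ΔSETD5-AS1 and 56.1% in the reverse direction. Of the base pairs covered by either knockdown list, 35.9% were in both. For NC this share was 34.9% with ΔLINC00641 and 34.3% with ΔSETD5-AS1. The knockdown lists thus differed from each other about as much as from NC.

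Retention rose with peak strength. In the weakest 10% of NC peaks by −log10 q, 34.3% were retained in ΔLINC00641, and in the strongest 10%, 88.6%. With an overlap of at least 50%, an alternative chosen after the data had been seen, the last value was 74.1%. For ΔSETD5-AS1, with the overlap of 1 bp, 37.1% of the weakest and 89.5% of the strongest were retained. With the lists exchanged, 43.6% of the weakest and 93.8% of the strongest ΔLINC00641 peaks were found in NC. For ΔSETD5-AS1 these shares were 39.9% and 91.8%. The excess of NC loss over the reverse loss at equal −log10 q was 7.53 percentage points (SE 3.37 over chromosomes) for ΔLINC00641 and 3.05 (SE 2.05) for ΔSETD5-AS1.

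**Figure D2:**
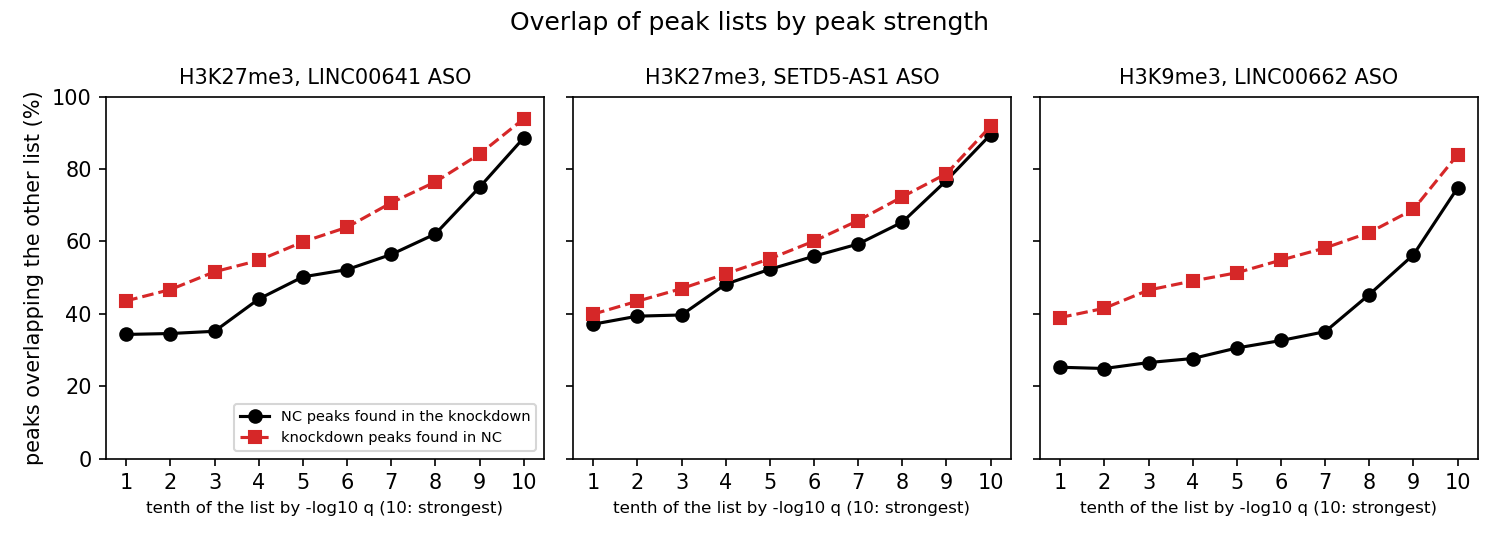
Share of peaks (%) that overlap the other list by at least 1 bp, against 10 equal groups of the list by −log10 q (weakest to strongest), for NC peaks (black circles) and knockdown peaks (red squares) in each comparison. Retention in the strongest group of NC peaks was 88.6%, 89.5% and 74.8% from left to right.

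At peaks paired 1 to 1, fold enrichment changed little. The median log2 ratio of ΔLINC00641 to NC was 0.015 (SD over chromosomes 0.022) in 39047 pairs, and the median was negative on 5 of 23 chromosomes. It was -0.043 among equal numbers of the strongest peaks. For ΔSETD5-AS1 it was -0.070 (SD 0.020) in 41291 pairs, and the median was negative on 23 of 23 chromosomes. With fragments over the genome-wide level in place of fold enrichment, it was -0.11. These pairs hold only peaks called in both lists, and the ratio depends on depth.

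GC content separated the comparison. In the lowest of 5 GC groups ΔLINC00641 had 0.478 times the NC number of peaks, and in the highest 1.22 times. The corresponding ratios for ΔSETD5-AS1 were 0.641 and 1.14. Of NC peaks, 35.2% were retained in ΔLINC00641 in the lowest GC group and 66.6% in the highest. For both knockdowns, peak numbers were lower than in NC at low GC content and higher at high GC content.

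**Figure D3:**
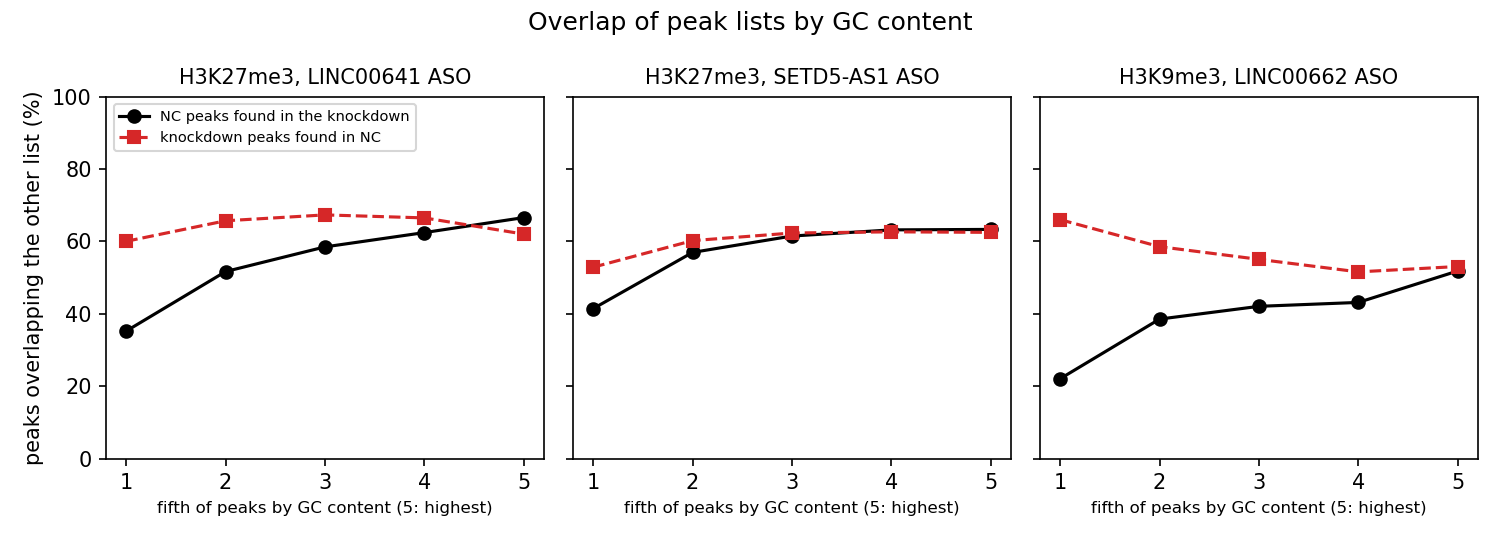
Share of peaks (%) that overlap the other list by at least 1 bp, against 5 groups of peaks by GC content (lowest to highest), for NC peaks (black circles) and knockdown peaks (red squares). In the lowest GC group 35.2%, 41.4% and 22.1% of NC peaks were retained from left to right, and in the highest 66.6%, 63.3% and 51.8%.

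Both H3K27me3 knockdowns were compared with the same NC list. In total 31972 NC peaks were lost in both, 1.34 times (SD over chromosomes 0.100) the number expected from independent losses within strength groups. With an overlap of at least 50% the ratio was 1.17. Simulated unchanged groups that share the NC list gave 1.26 (1.25 to 1.27 in 100 simulations). Of the peaks new in ΔLINC00641, 32.7% (32.2 to 33.2%) overlapped a peak new in ΔSETD5-AS1, and the simulations gave 40.0% (39.3 to 40.6%, and 35.3 to 43.7% over 10 simulation settings that fitted nearly as well). With peaks merged within 1 kb the observed share was 26.4%.

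H3K9me3 was examined in the same way upon depletion of LINC00662. The number of peaks was 0.716 times that in NC, lower on 23 of 23 chromosomes, from 0.617 on chromosome X to 0.879 on chromosome 19. With a −log10 q of at least 5 the ratio was 0.619. ΔLINC00662 also had the lowest depth of the 5 lists. Of the NC peaks, 37.9% (37.6 to 38.2%) were retained, from 32.1% on chromosome 20 to 55.7% on chromosome 19. New peaks made up 44.4% of the ΔLINC00662 list. Retention was 25.2% in the weakest and 74.8% in the strongest 10%, and with the lists exchanged 39.0% and 83.9%. The excess of NC loss was 19.2 percentage points (SE 0.693). The median log2 ratio of fold enrichment over 28135 pairs was 0.026 (SD over chromosomes 0.023), with a negative median on 4 of 23 chromosomes, and it was -0.066 among equal numbers of the strongest peaks. In the lowest GC group ΔLINC00662 had 0.279 times the NC number of peaks, and in the highest 1.31 times.

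Summits were mostly outside promoters. In NC 4.17% of H3K27me3 summits and 4.48% of H3K9me3 summits were in promoters, against 4.05% of 94062 random positions. Of NC peaks retained in ΔLINC00641 5.18% were in promoters, and of those lost 3.01%. For ΔSETD5-AS1 these shares were 4.78% and 3.38%, and for ΔLINC00662 5.67% and 3.77%. Counted by gene, with any peak at the promoter, of 1584 protein-coding genes with an H3K27me3 peak at the promoter in NC, 83.6% had one in ΔLINC00641 and 79.2% in ΔSETD5-AS1. The total was higher in ΔLINC00641, with 1739 genes, and 1583 in ΔSETD5-AS1. Of 1148 genes with an H3K9me3 peak at the promoter in NC, 57.3% had one in ΔLINC00662. The total in ΔLINC00662 was 939 genes, of which 281 had no such peak in NC.

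At the loci named in the design, PGBD5 (chr1:230450236-230562078, hg19) overlapped 1 H3K27me3 peak in each list, within 1 kb of its transcription start site. Counting both sides of the start site, 2 peaks lay within 1 kb of it in NC, 2 in ΔLINC00641 and 1 in ΔSETD5-AS1. In NC the peak inside the gene spanned chr1:230560437-230561289, with a fold enrichment of 3.66 from 45 fragments at the summit. The fold enrichment was 2.73 from 30 fragments in ΔLINC00641 and 1.95 from 27 fragments in ΔSETD5-AS1. With so few fragments and no replicates, these folds carry counting error and no test was made. The annotated TAF7 gene (chr5:140639452-140700351) overlapped 24 H3K9me3 peaks in NC, which covered 41.2% of it, and 24 in ΔLINC00662, which covered 27.4%. Within 1 kb of its start site lay 2 peaks in NC and 1 in ΔLINC00662. The strongest peak had a fold enrichment of 8.07 from 57 fragments in NC and 6.00 from 26 fragments in ΔLINC00662. These peaks were at different places, chr5:140698390-140699684 and chr5:140663873-140664616. Their folds are therefore not a paired comparison. The LINC00662 locus (chr19:28171980-28284913) overlapped 14 H3K9me3 peaks in each list, which covered 7.01% of it in NC and 9.23% in ΔLINC00662. No H3K27me3 peak overlapped the loci of LINC00641 (chr14:21668238-21675059) or SETD5-AS1 (chr3:9391373-9440263).

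The lost NC peak with the largest −log10 q in ΔLINC00641 was at chr8:43092851-43093232, intergenic, with 56 fragments at the summit and a fold enrichment of 11.7. It was also among the strongest lost in ΔSETD5-AS1, where the first was at chr1:240348231-240348501 in an intron of FMN2, with a fold enrichment of 9.21. The second lost in ΔLINC00641, at chr1:161432560-161432982, had a local input 13.8 times the genome-wide level and lay 614 bp from a ΔLINC00641 peak. New peaks in ΔLINC00641 were at chr2:1865493-1865763 in an intron of MYT1L and at chr2:87623747-87624014, both with an input of at least 7.57 times the genome-wide level. New peaks in ΔSETD5-AS1 were at chr19:16042986-16043306 in an intron of CYP4F11, 992 bp from an NC peak, and at chr5:174293717-174294300, intergenic. For H3K9me3, the strongest lost peaks were at chr19:27738375-27738677 and chr10:42408149-42408432, and the strongest new ones at chr4:190154990-190155269 and chr21:33157118-33157545, all intergenic. The input at these H3K9me3 peaks was at least 9.92 times the genome-wide level. It was 313 times that level at the chromosome 19 peak and 308 times at the chromosome 4 peak. The chromosome 4 peak also lay 864 bp from an NC peak. The paper left out blacklisted regions of hg19 when it compared signal, and no such regions were left out here.

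The marks overlapped little in NC. On chromosomes 1 to 22 and X they shared 4.31 Mb, which was 5.57% of the H3K27me3 and 7.98% of the H3K9me3 base pairs. Random placement gave 1.77 Mb (1.71 to 1.86 in 100 placements), a ratio of 2.43 with an SD over chromosomes of 1.44. The ratio was 2.10 with peaks merged within 1 kb, the alternative that moved it most.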

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

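No paired analysis was possible because the replicates were merged before peak calling, and leaving out each replicate in turn was not run for the same reason. For 18 results, 95 alternatives were computed. Of these, 51 stayed within 1.5 times, the interval or the SD over chromosomes of the reported value, 41 moved beyond it and 3 changed direction. The values with fragments over the genome-wide level, and all alternatives for retention in the strongest 10% of NC peaks, were chosen after seeing the data. The cause was not tested except where the construction shows it.

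Results are given in the order ΔLINC00641, ΔSETD5-AS1, ΔLINC00662. At a −log10 q of at least 5 in both lists, the retained share was 47.7%, 45.7% and 28.5% and the new share 49.2%, 51.8% and 51.7%, since weak partners were removed. The ratio of loss in both was 1.22 and the share of new peaks in common 27.2%. Where only the peaks asked about were strong, 77.8%, 79.4% and 55.3% were retained and 15.5%, 18.5% and 28.9% were new. With an overlap of at least 50%, fewer pairs qualify. The retained share was then 39.0%, 41.1% and 26.7%, the new share 48.9%, 52.6% and 51.7%, and retention in the strongest 10% was 74.1%, 74.6% and 53.8%. The ratio of loss in both was 1.17 and the share of new peaks in common 27.9%.

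With equal numbers of the strongest peaks, the retained share was 57.2%, 57.0% and 43.1% and the new share 40.9%, 41.1% and 53.9%. The log2 ratio of fold enrichment changed sign to -0.043 for ΔLINC00641 and -0.066 for ΔLINC00662. This alternative leaves out weak peaks of NC alone. In the strongest of 5 groups of pairs ranked by both lists, not counted among the alternatives, the ratio was 0.052 for ΔLINC00641 and -0.12 for ΔLINC00662. At a −log10 q of at least 5 in both lists it was 0.021 and 0.045. The sign for ΔLINC00662 thus depended on how strong peaks were chosen. With peaks within 1 kb merged, the ΔSETD5-AS1 peak number rose to 1.01 times that in NC. The new share was 36.2%, 40.7% and 45.0%, the ΔLINC00662 retained share 39.7%, and the share of new peaks in common 26.4%. On chromosomes 1 to 22 and X, the ΔLINC00662 retained share was 37.5%. Without input-rich peaks it was 36.7%, with a new share of 45.8% and retention of 70.1% in the strongest 10%. Fragments over the genome-wide level gave a log2 ratio of -0.11 for ΔSETD5-AS1.

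The lower peak number kept its direction under 4 of 4 alternatives for ΔLINC00641 and for ΔLINC00662, and under 3 of 4 for ΔSETD5-AS1. None of these alternatives split peaks by GC content. In the highest GC group the direction was reversed, with 1.22 times the NC number for ΔLINC00641 and 1.31 times for ΔLINC00662. The overlap of the marks stayed between 2.10 and 2.43 times random placement. With a single pooled list per group, no difference could be set against the spread between replicates, and weak peaks rest on few fragments.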

Other observations

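The tests of depth, of input level, and of why peaks on chromosomes X and 19 were kept more often were chosen only after the result was seen. For the tests of sampling noise, input level, chromosome Y, the shared NC list and GC content in ΔLINC00662, the reading was made weaker after their values were seen, because each was found unable to decide.

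All 3 knockdown lists held fewer peaks than NC. Lower depth as the whole explanation is argued against by 1 of the knockdown lists, ΔSETD5-AS1, which had the higher genome-wide level. Thinning the NC summits to the depth of ΔLINC00641 left 101959 peaks, and for ΔLINC00662 76164, both above the knockdown lists. Only the fragments at the summit were thinned, and the width of a peak was not examined again. These counts may therefore be too high, and they do not exclude depth for these lists. ΔSETD5-AS1 needed no thinning, so the comparison stays at 102921. A difference in GC content bias between libraries remains a candidate explanation. The excess of NC loss at equal −log10 q fell from 22.8 percentage points in the lowest GC group to -7.58 (SE 3.34) in the highest for ΔLINC00641, and from 10.9 to -0.627 (SE 1.66) for ΔSETD5-AS1. For ΔLINC00662 it fell from 47.4 to 2.62 (SE 0.761). The last value stays above 0 by more than 2 SE, which by the rule set beforehand would have counted against a bias as the whole cause. Given the gradient it was not read that way, and for ΔLINC00662 bias and loss cannot be told apart. A loss of the marks in AT-rich chromatin would give the same gradient and was not tested. Both stay open.

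The lower number of H3K27me3 peaks lay in those at the genome-wide input level. There were 43873 such peaks in NC, 26579 in ΔLINC00641 and 38477 in ΔSETD5-AS1. Peaks with a higher local input numbered 59048, 59520 and 59924. For H3K9me3 the ratio of ΔLINC00662 to NC was 0.387 at the genome-wide input level and 0.875 above it. Peaks at that level had a median GC content of 42.2% in H3K27me3 NC, against 46.2% for the others, so this split and the GC split overlap. A raised local input at the same sites could remove such peaks. At shared peaks the mean log2 input change was 0.043 for ΔLINC00641, -0.0059 for ΔSETD5-AS1 and -0.040 for ΔLINC00662. The share of shared peaks at the genome-wide input level changed by -3.53, 2.45 and -2.06 percentage points. Shared peaks are those that a raised input would leave, so the explanations cannot be told apart with these values.

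Part of the loss may be sampling noise near the calling threshold. A truncated negative binomial fit to NC summits predicted a loss of 10.4% for ΔLINC00641, 5.62% for ΔSETD5-AS1 and 14.7% for ΔLINC00662, against 61.6%, 57.3% and 80.9% observed at peaks at the genome-wide level. The fitted spread between sites collapsed for H3K27me3 NC, so that model made no allowance for peaks called by a chance high. For H3K9me3 NC the spread was small but did not collapse, with a fitted size of 216 at a mean of 17.9 fragments, so the allowance was slight. A summit is also the maximum over a stretch, which neither fit takes into account. Noise and loss cannot be told apart by these fits. The choice of NC as the reference alone gives an excess of 0 between lists alike in number and depth. The measured excess was 7.53 percentage points for ΔLINC00641 and 19.2 for ΔLINC00662, beyond 2 SE, and 3.05 for ΔSETD5-AS1, within 2 SE. This SE is over chromosomes of a pooled pair and does not cover replicates. A shorter knockdown list also gives an excess, whatever its cause, so the excess does not by itself show a loss of the mark.

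Loss in both H3K27me3 knockdowns was 1.34 times that of independent losses, and 1.26 in simulated groups that share the NC list. The shared list may account for part of the ratio. The observed ratio lay above the 100 simulations (1.25 to 1.27) and above 10 model settings that fitted nearly as well (1.21 to 1.27), which by the rule set beforehand would have counted against the shared list as the whole cause. The same model also missed the share of new peaks in common, 32.7% against 35.3 to 43.7% in those settings. It is therefore no sound picture of unchanged groups, and loss common to both knockdowns cannot be told apart from model error.

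The H3K27me3 peak density on chromosome X was 6.93 times that of autosomes. Extra copies of chromosome X would raise the input alike, but the input level at peaks there was 1.06 times the autosomal one, and the H3K9me3 density 1.80 times. The input level was read only at called peaks and has the genome-wide level as its lowest value, where 42.6% of the NC peaks lay. The ratio of 1.06 is therefore a blunt measure of copy number. The smaller H3K9me3 ratio argues against copy number as the whole cause, and a part stays open. No biological explanation was tested. H3K27me3 peaks on chromosome X were also kept more often in ΔLINC00641 than the pooled autosomal ones, 57.5% against 51.6%, although 4 of 22 autosomes were at or above it. In the reverse direction chromosome X did not stand out this way, with a new share of 38.0% against 35.5% in the whole list. Stronger peaks and a higher GC content on chromosome X are argued against as the whole cause by the peaks themselves. Their median −log10 q was 3.72 on chromosome X and 3.72 on autosomes, and their median GC content 42.4% against 45.2%. The lower GC content could not have raised the share kept, which rose with GC content. The difference in the share kept was 5.81 percentage points, and 5.33 within strength groups, so strength could account for a small part only. Within strength groups 2 autosomes had a larger excess. Within strength and GC groups the excess was 10.4, and the highest autosome, chromosome 22, had 3.21. H3K9me3 peaks on chromosome 19 were kept more often in ΔLINC00662 than those on other autosomes, 55.7% against 36.8%. These peaks were stronger, with a median −log10 q of 4.60 against 4.27, and had a higher GC content, 48.8% against 47.4%. The excess was 16.7 percentage points within strength groups and 13.8 within strength and GC groups, where the highest other autosome had 5.06 and 2.81, which argues against both as the whole cause. Neither excess was set against the overlap of 1 bp that peak density alone would give. ΔLINC00641 had 178 peaks per Mb on chromosome X and 56.3 on chromosome 16, the densest autosome. ΔLINC00662 had 74.5 on chromosome 19 and 27.2 on chromosome 5. Overlap by chance is more frequent where peaks are dense, so it may account for part or all of both excesses. Why chromosomes X and 19 differ stays open.

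Over the 5 lists, 468 peaks were called on chromosome Y. Reads from near-identical sequence elsewhere are a candidate source. By blastn, 34.6% (Wilson 95% interval 30.4 to 39.0%) of these peaks matched another chromosome over 80% of their length at 90% identity, and by minimap2 27.4%. A read needs a shorter match than that, so the origin of the rest cannot be told apart.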
